# Global Long Noncoding RNA and mRNA Expression Changes between Prenatal and Neonatal Lung Tissue in Pigs

**DOI:** 10.3390/genes9090443

**Published:** 2018-09-05

**Authors:** Long Jin, Silu Hu, Teng Tu, Zhiqing Huang, Qianzi Tang, Jideng Ma, Xun Wang, Xuewei Li, Xuan Zhou, Surong Shuai, Mingzhou Li

**Keywords:** long non-coding RNA, mRNA, pig, lung, fetal, neonatal

## Abstract

Lung tissue plays an important role in the respiratory system of mammals after birth. Early lung development includes six key stages, of which the saccular stage spans the pre- and neonatal periods and prepares the distal lung for alveolarization and gas-exchange. However, little is known about the changes in gene expression between fetal and neonatal lungs. In this study, we performed transcriptomic analysis of messenger RNA (mRNA) and long noncoding RNA (lncRNA) expressed in the lung tissue of fetal and neonatal piglets. A total of 19,310 lncRNAs and 14,579 mRNAs were identified and substantially expressed. Furthermore, 3248 mRNAs were significantly (FDR-adjusted *p* value ≤ 0.05, FDR: False Discovery Rate) differentially expressed and were mainly enriched in categories related to cell proliferation, immune response, hypoxia response, and mitochondrial activation. For example, *CCNA2*, an important gene involved in the cell cycle and DNA replication, was upregulated in neonatal lungs. We also identified 452 significantly (FDR-adjusted *p* value ≤ 0.05) differentially expressed lncRNAs, which might function in cell proliferation, mitochondrial activation, and immune response, similar to the differentially expressed mRNAs. These results suggest that differentially expressed mRNAs and lncRNAs might co-regulate lung development in early postnatal pigs. Notably, the *TU64359* lncRNA might promote distal lung development by up-regulating the heparin-binding epidermal growth factor-like (HB-EGF) expression. Our research provides basic lung development datasets and will accelerate clinical researches of newborn lung diseases with pig models.

## 1. Introduction

Lung tissue plays a vital role in gas-exchange and is one of the most important parts of the respiratory system for mammalians [1,2,3]. The six critically important stages of normal lung development are: organogenesis, pseudoglandular, canalicular, saccular, alveolization, and microvascular maturation [4,5,6]. The saccular stage, often defined in gestational weeks 24–36 and can even last until the fourth to fifth year in human postnatal life, is critical for normal lung development because it prepares the distal lung for subsequent alveolarization and gas-exchange after birth, and contributes to the expansion of the alveoli and saccular spaces [6,7]. Before birth, the lung is liquid-filled [8,9,10] and takes no part in gas-exchange because of high pulmonary vascular resistance and immature respiratory function [11,12]. After birth, the liquid is cleared to allow the entry of air and the lung starts to function as an efficient system for gas-exchange [13]. Therefore, it is necessary for the lung to be sufficiently developed at birth to perform the function of gas-exchange, which requires numerous physiological changes to occur [14]. However, little is known about changes in messenger RNA (mRNA) and long non-coding RNA (lncRNA) expression during this transition [15,16].

Pigs (*Sus scrofa*) have many similarities with humans including comparable visceral organ size, and similar skin, respiratory and digestive tracts, and immune systems [17,18]. Thus, the pig is an ideal animal model for human pathologies. Indeed, researches of several respiratory pathologies including cystic fibrosis [19,20], lung transplantation [21], and influenza A virus infection [22] often use pigs as models.

Long non-coding RNA are defined as non-protein coding transcripts longer than 200 nucleotides [23]. Initially thought to be transcriptional noise, lncRNAs are involved in major mechanisms of gene expression, regulation, and cellular development [24]. To explore the mechanisms and the transcriptomic expression profiles of mRNA and lncRNA in the lung, we performed RNA-sequencing (RNA-seq) analysis on fetal (the last day of perinatal) and neonatal (two days postnatal) piglet lungs. We identified 3248 differentially expressed (DE) mRNAs, which were mainly enriched in the categories of cell proliferation, immune response, and mitochondrial activation, which may be the consequence of the lung’s adaptation to air-breathing after birth. Interestingly, we found that the lncRNA *TU64359* might promote distal lung development by up-regulating the expression of heparin-binding epidermal growth factor-like expression (HB-EGF), which is critical for normal lung development and has a suppressive function that synergistically contributes to decelerating hypercellularity in the distal lung with transforming growth factor-α (TGFα) through epidermal growth factor receptor (EGFR) in perinatal distal lung development [25].

## 2. Materials and Methods 

### 2.1. Animals and Samples

Six female Tibetan-Meishan (Patriarchal: Tibetan pig; Matriarchal: Meishan pig) hybrid piglets were used to simulate the adaptation of newborns. The pregnancy period was considered to be 113 days. The fetal group consisted of three piglets obtained from three pregnant sows of similar weights on the last day before birth. The neonatal group consisted of three piglets of similar weight obtained two days after birth from another three pregnant sows. All parents were of a similar-weight and were raised under the same feeding and rearing conditions until caesarean and parturition. Piglet lung tissues were rapidly sampled from each carcass and selectively separated into two parts. One part was fixed with 10% formalin for morphometric analysis, and the other part frozen immediately in liquid nitrogen and stored at −80 °C until required for RNA extraction.

All the pigs were provided by the Sichuan Animal Science Academy, Chengdu, China and were sacrificed as necessary to ameliorate suffering by exsanguination following ketamine (20 mg/kg) intramuscular injection. All experimental and sample collection procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the College of Animal Science and Technology of Sichuan Agricultural University, Sichuan, China under permit No. DKY-B20171902.

### 2.2. Morphometry of Lung Tissues

Lung tissues were fixed at 4 °C with 10% formalin overnight. Then, the samples were embedded in paraffin and sliced into 4 mm thick sections. Motic Images Advanced v.3.2 (Motic, Hong Kong, China) was used to analyze the structure of the lungs at 100× and 400× magnification after staining of each slice with hematoxylin and eosin (H&E staining). The steps of H&E staining were: (1) Dip slices into 95% ethanol for 5 to 10 min; (2) dip slices into 85% ethanol, then 75% ethanol (in distilled water) for 5 min in turn; (3) wash each slice slightly after staining for 10 to 15 min in hematoxylin; (4) differentiation in 0.5% chlorane for 3 s, and dipped into distilled water for 15 to 20 min; (5) stain in eosin for 10 min after 5 min dehydration in 75%, 85%, and 95% ethanol by turn; (6) wash slices with 95% ethanol and dehydrate for 30 min in 100% ethanol; (7) extract the alcohol with two changes of xylene for 20 to 30 min; and (8) one or two drops of neutral resins and cover with a coverslip.

### 2.3. RNA Isolation, Library Preparation, and Sequencing

Total RNA was isolated for each sample with Trizol reagent (Life Technologies, Beijing, China) according to the manufacturer’s instruction. The integrity and quality of total RNA samples were analyzed with an RNA 6000 Nano kit (Agilent Technologies, Palo Alto, CA, USA) on a Bioanalyzer 2100 system. Approximately 1 µg total RNA and the Ribo-Zero™ kit (Epicentre, Madison, WI, USA) were used to generate RNA-seq complementary DNA (cDNA) libraries for each sample, and then, RNA sequencing was performed following the manufacturer’s standard procedures. Complementary DNA size and purity were checked using a high sensitivity DNA 1000 kit and AMPure XP beads and was amplified using PCR. High-quality strand-specific libraries were sequenced on the HiSeq X Ten platform (Illumina, San Diego, CA, USA) and the bases were called using the software CASAVA v.1.8.2 (Illumina), then the pair-end reads were acquired.

To avoid artificial bias, we removed low-quality reads including those with ≥10% unidentified nucleotides, >10 nt aligned to the adapter with ≤10% mismatches allowed, and with >50% of bases with phred quality <5. Consequently, 86.46 Gb data was retained, of which the quality of 90% of the base ≥Q30 (Table 1). All RNA-seq data have been deposited in NCBI’s (National Center for Biotechnology Information) Gene Expression Omnibus (GEO) series accession number GSE117882.

### 2.4. Messenger RNA Expression Analysis

High-quality reads of six strand-specific libraries were mapped to the pig reference genome (*Sus Scrofa* 10.2 from Ensembl) with TopHat v.2.1.0 [26] with parameter of—*library-type* = *fr-firststrand* (other parameters in default). Messenger RNA expression levels of fragments per kilobase per million mapped reads (FPKM) were obtained using Cufflinks v.2.2.1 [26] and mRNAs with FPKM >0.5 in at least one sample were considered to be expressed. Then, Cuffquant (part of Cufflinks) was used to generate abundance files, which were applied to Cuffdiff (part of Cufflinks) to detect DE mRNAs/genes between the two groups. The parameters of Cufflinks/Cuffquant/Cuffdiff were set to—*library-type* = *fr-firststrand, -u, -b/-G* according to the corresponding utilities. To evaluate global mRNA expression changes in these two developmental stages mRNA/genes with *q* (FDR-adjusted *p*) value ≤ 0.05 were considered to be DE genes.

### 2.5. Long Non-Coding RNA Identification and Expression Analysis

To obtain lncRNAs transcripts, the mapped reads for each sample were assembled using Stringtie v.1.2.2 [27]. Then, AssemblyLine [28] was used to characterize and filter background noise and to perform meta-assembly [24] by merging the assembled transcripts. Coffcompare (part of Cufflinks) was used to remove transcripts annotated in the reference sequence (marked by ‘c’ for partial match or ‘=’ for full match). Next, transcripts with lengths greater than 200 nt were used for the prediction of coding potential according flowed steps: (1) Each transcript sequence was translated in all six possible frames with Transeq (part of EMBOSS v.6.5.7) [29] and the transcript with translated protein sequences that had a significant hit in the Pfam (release27) database [30] with HMMER v3.1b2 [31] were excluded. (2) Using BLASTX (https://blast.ncbi.nlm.nih.gov/), the remaining transcripts were compared with human and mouse genomes, and the UniRef database (https://www.uniprot.org/), and potential coding transcripts were removed. (3) The CPC (coding potential calculator) [32] was used to assess coding potential in both strands of the remaining sequences and those with a negative CPC score (noncoding) were kept. (4) Lastly, we quantified the remaining transcripts and obtained FPKM values using Cufflinks. Only transcripts with FPKM > 0.1 in at least two replicates of one group were used for further analysis. The steps of lncRNA identification are depicted in Figure S1.

The lncRNA.gtf file, which was created through the described steps and contained lncRNA transcript informations, was merged with the reference annotated pig-genome-annotated.gtf file to create a new reference annotated lncRNA-merged-pig-genome-annotated.gtf file. We then used Cuffquant and Cuffdiff to detect DE lncRNAs, those lncRNAs with *q* value ≤ 0.05 DE lncRNAs.

### 2.6. Long Non-Coding RNA Classification

To obtain genomic characterizations for all identified lncRNA transcripts, we ran FEELnc_classifier.pl (a Perl script in FEELnc v.3) [33]. Transcripts with an *isBest* (*isBest*: best interactions between lncRNA and nearest genes) value = 1 were considered to be orientated lncRNAs. These lncRNAs were then classified into five classes according to the FEELnc output of the corresponding gene. (1) lincRNAs (intergenic lncRNAs) are lncRNAs located between annotated protein-coding genes and at least 1 kb away from the nearest protein-coding genes [34]. (2) Antisense lncRNAs are transcribed from the antisense strand and overlap, in part, with well-defined sense RNAs [35]. (3) Sense-overlapping lncRNAs overlap with a known annotated gene on the same genomic strand and could be considered as transcript variants of protein-coding mRNAs [36]. (4) Divergent lncRNAs are oriented head to head with a protein-coding gene within 1 kb. (5) Convergent lncRNAs are opposite to divergent lncRNAs and are tail to tail with a protein-coding gene within 1 kb [37].

### 2.7. Functional Enrichment Analysis

To predict the functions of the identified lncRNAs, we extracted highly related mRNAs for them. First, we collected cis nearby mRNAs within 100 kb upstream and downstream of the lncRNAs. Then, *Hmisc* (an R package from https://cran.r-project.org/) was applied to calculate Pearson correlations between the lncRNAs and the mRNAs. Messenger RNAs with high correlations (|*r|* > 0.95 and *p* value < 0.05) were collected. These mRNAs were defined as highly-related ones which may have some similar structures or functions to the lncRNAs.

Differentially expressed mRNAs and the highly-related genes for DE lncRNAs were respectively assessed by the DAVID [38] webserver for functional enrichment in gene ontology (GO) terms including molecular function, cellular components, and biological processes as well as the Kyoto Encyclopedia of Genes and Genomes (KEGG; https://www.genome.jp/kegg/) pathways. For these functional enrichment analyses, we correspondingly set the DE mRNAs as gene list and all tested mRNAs as background.

### 2.8. Quantitative Real-Time PCR Validation

Twenty-two DE genes (Table S1) were selected to verify the expression changes observed in our RNA-seq results. Primers (with two internal control genes of *GAPDH* and *TOP2B*) were designed with software Primer Premier 5.0 and checked with Primer-BLAST [39] of NCBI, and then synthesized by BGI-Shenzhen (BGI-Shenzhen Co., Shenzhen, China). After the melting temperature (Tm) value was confirmed with pre-experiments, 1 µg total RNA was reverse transcribed using M-MLV (Moloney Murine Leukemia Virus) RNAse H-negative reverse transcriptase (Takara Biotechnology Co., Dalian, China). Then, we performed qRT-PCR (Quantitative Real-Time PCR) with SYBR^®^ Green Real-Time PCR Master Mix (Takara Biotechnology Co., Dalian, China) using a CFX96™ Real-Time PCR Detection system (Bio-Rad Co., Hercules, CA, USA) according to the manufacturer’s protocol. 

We also performed a negative control, with sterile water and no cDNA template, for each measurement. The qRT-PCR measurements were performed with three replicates for each sample. *GAPDH* and *TOP2B* were simultaneously used as endogenous control genes. The expression level changes in the surveyed samples were determined by the 2^−ΔΔCt^ method and *t*-test.

## 3. Results

### 3.1. Morphologically Differences between Fetal and Neonatal Pigs

Our study revealed significant morphological differences between the lungs of fetal and neonatal pigs. In the fetal group, consistent with their liquid-filled condition before birth, the alveoli were compressed and alveolar boundaries were difficult to clearly recognize [40,41,42] as revealsed in Figure 1A. In contrast, the alveolar boundaries of the neonatal group were trenchant and smooth and the alveoli size was larger than that observed in the fetal samples. Morphological changes in neonatal lungs were consistent with decreased liquid pressure as a result of liquid clearance after birth [40,41,42,43].

### 3.2. Expression Profiles of Messenger RNA and Long Non-Coding RNA in Lung 

For the six Ribo-zero RNA sequencing libraries, we yielded approximately 102.86 million 150-bp paired-end reads. 

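The libraries came from the lungs of 3 piglets of the fetal group, sampled on the last day before birth, and 3 of the neonatal group, sampled 2 days after birth. The authors deposited 1 table of FPKM for mRNAs and 1 for lncRNAs, which Cufflinks computed from reads mapped to Sscrofa10.2 with TopHat. All features in them met the authors' filters, and no scaling between samples is visible in the values. Table 1 of the paper gives between 68.55 M and 78.09 M mapped reads per sample. The tables hold no read counts, so counting error could not be estimated. A value of 0 in such a table can be a failed estimate, and a transcript is therefore only said to be listed at 0. The paper called DE features with Cuffdiff on the alignments, which is a different test from the one used here. Differences between the groups were tested here in limma on log2(FPKM + 1) with Benjamini-Hochberg adjustment over all features of a table. An adjusted p of 0.05 or less was taken as past the threshold. The log2(FC) values of this fit are differences on the log2(FPKM + 1) scale, which understates the change of features with low FPKM. In simulated tables with the same spread, 152 of 200 mRNAs changed by 2 on the log2 scale were recovered, and 190 of 200 changed by 4. For lncRNAs these numbers were 0 and 48 of 200. The changed features all had a mean log2(FPKM + 1) above 1, and the normal noise used does not reproduce values listed at 0. Recovery of features with low FPKM was therefore not simulated. Single values were compared with exact permutation tests, whose smallest two-sided p is 0.1 for 3 animals against 3. The median log2(FC) of all mRNAs was 0.13, and it moved to -0.0090 when the samples were scaled by median-of-ratios size factors, so small rises are read against this shift. Identifiers of 9478 of the 14579 mRNAs matched a gene symbol in a reference table, and 362 more took theirs from Table S2, of which the first 1998 genes were read.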

After filtering, we acquired ~86.46 Gb (~14.41 Gb per sample) of high-quality data, and approximately 65.89 Gb (10.98 Gb per sample) were mapped to the pig reference genome (Table 1).

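All features of both deposited tables met the filters by which the paper calls mRNAs and lncRNAs expressed. With FPKM above 1 required in place of 0.5, 13698 mRNAs remained, and 13822 had FPKM above 0.5 in at least 2 samples. The lncRNAs depended more on the rule: FPKM above 0.5 in at least 2 replicates of 1 group left 16610, and FPKM above 0.1 in all 3 replicates of 1 group left 12198. The share of lncRNAs listed at 0 differed widely between samples of the same group. It was 12.5%, 9.29% and 29.5% in Fetal1, Fetal2 and Fetal3, and 13.2%, 31.3% and 27.2% in Neonatal1, Neonatal2 and Neonatal3. Among the mRNAs the share listed at 0 lay between 3.03% in Fetal2 and 5.68% in Fetal3.

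**Figure D1:**
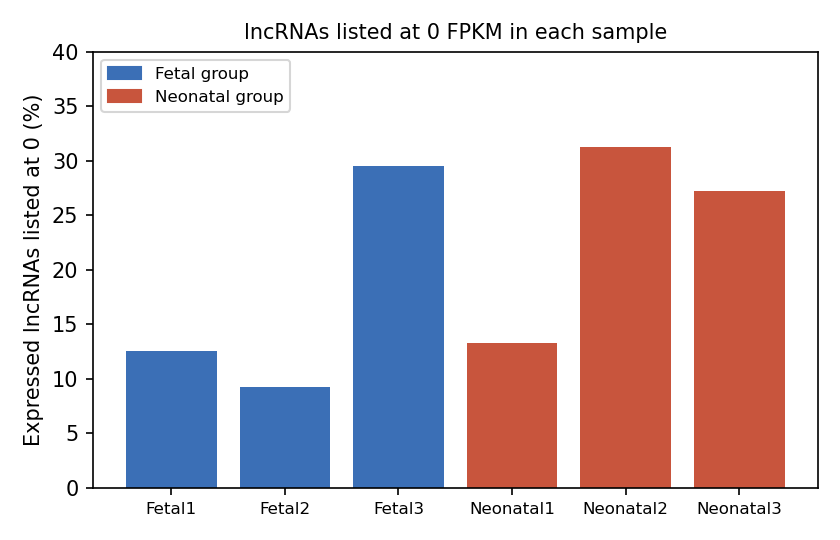
Share of the expressed lncRNAs listed at 0 FPKM (percent) in each of the 6 samples, 1 bar per sample, with the fetal group in blue and the neonatal group in red. Fetal3, Neonatal2 and Neonatal3 stand at 27.2% or more and the other samples at 13.2% or less.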

In total, 14,579 mRNAs were expressed (FPKM > 0.5 in at least one sample), and 19,310 lncRNAs were substantially expressed (FPKM > 0.1 in at least two replicates of one group). Messenger RNA and lncRNA expression varied greatly between the fetal and neonatal groups. 

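On log2(FPKM + 1) without scaling of the features, the first principal component held 41.9% of the variance of the mRNAs and the second 17.1%. The first component separated the groups, with the fetal samples between -47.2 and -32.5 and the neonatal samples between 17.2 and 61.4. For the lncRNAs the first components held 28.7% and 22.5%. The first again separated the groups, from -127.3 to -32.6 in the fetal group and from 31.0 to 88.9 in the neonatal group. The second set Fetal3, Neonatal2 and Neonatal3, between 17.6 and 92.5, apart from Fetal1, Fetal2 and Neonatal1, between -71.7 and -57.0. The choice of scale moved these shares most: on FPKM without the log, the first component held 56.3% for the mRNAs and 66.7% for the lncRNAs, and it no longer separated the groups for the lncRNAs. The lncRNAs were kept by FPKM above 0.1 in at least 2 replicates of 1 group, a filter that favors separation by group.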

Principal component analysis (PCA) shows that the six pigs can be clearly differentiated at both mRNA and lncRNA expression levels (Figure 1B). 

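Pairs of samples were correlated over all mRNAs and over all lncRNAs on log2(FPKM + 1). These correlations run across transcripts, which are not independent replicates. For mRNAs, the mean Pearson coefficient was 0.928 within the fetal group, 0.915 within the neonatal group and 0.8825 between the groups. For lncRNAs these means were 0.447, 0.4465 and 0.360. The lowest coefficient within a group was 0.9135 for mRNAs and the highest was 0.552 for lncRNAs, so that the ranges did not meet. Coefficients within groups exceeded those between groups by 0.0392 for mRNAs and 0.0865 for lncRNAs on average. Each difference was the largest among the 10 splits of the samples into 3 and 3 (exact permutation test, one-sided p = 0.1, the smallest this design allows). For the lncRNAs the filter counts replicates within 1 group and so favors the real split, which this p does not allow for. On FPKM without the log, the difference for lncRNAs was only 0.00512 (exact permutation test, one-sided p = 0.5).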

The average Pearson correlation coefficient of mRNAs within each group was higher than that of lncRNAs (Figure 1C), this may reflect differences in natural expression variability between mRNA and lncRNAs, as lncRNAs always have a higher natural expression variability of mRNAs [44]. The different expression profiles can also be indicated by heatmaps with hierarchical clustering (Figure S2A,B) and pairwise Pearson correlation coefficients (Figure S2C,D). These results suggest that there is a high correlation between the gene expression levels of the biological replicates and show that our experiment has good reliability.

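The 100 features with the highest FPKM, mRNAs and lncRNAs together, held 38.1% ± 3.51 (SD, n = 3) of the summed FPKM in the fetal group. In the neonatal group they held 45.1% ± 3.65 (SD, n = 3), a difference of 7.06 percentage points (exact permutation test, two-sided p = 0.2). The groups overlapped, since Fetal3 stood at 41.9% and Neonatal1 at 41.5%. Between 13 and 18 of the 100 features were lncRNAs. With other choices of features the difference lay between 6.46 points, without the mitochondrially encoded genes, and 8.04 points, with the top 500 features, and with 1 sample left out between 5.22 and 8.98 points. With the top 50, or without the hemoglobin genes, the groups no longer overlapped (exact permutation test, two-sided p = 0.1, the smallest possible).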

The transcriptional complexity of the neonatal group was slightly lower than that of the fetal group, with the top 100 highly expressed genes in the neonatal group accounting for a higher fraction of total transcripts (Figure 1D). In particular, the expression of many mitochondrial genes were raised in the neonatal group (Table 2). This may be a coincidence as the timing corresponds with the mitochondrion activation and energy metabolism (discussed below). These results suggest that transcription is generally dominated by the expression of a relatively small number of genes, and is consistent with the expression profiles of many human tissues [45].

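Of the 13 mitochondrially encoded genes of Table 2, 12 had a higher mean FPKM in the neonatal group and ND6 a lower one. The median of their log2(FC) was 0.81. Relative to the fetal mean of each gene, the median over the genes was -0.23, 0.05 and 0.29 on the log2 scale in Fetal1, Fetal2 and Fetal3, and 1.41, 0.26 and 0.92 in Neonatal1, Neonatal2 and Neonatal3, so that the groups overlapped (exact permutation test, two-sided p = 0.2). None of the 13 had an adjusted p of 0.05 or less in limma, and the lowest was 0.0769, for ATP8. Without a variance trend in limma, ATP8 and ND3 passed, at 0.0294 and 0.0338. For 5 genes (ATP8, COX2, COX3, ND1 and ND3) every neonatal value lay above every fetal value, and after quantile normalization this held for ATP8 and ND3 alone. Neonatal1 had the highest neonatal value of 8 of the genes, with a median of 2.64 times the fetal mean, against 1.15 times in Neonatal2 and 1.89 times in Neonatal3. Without Neonatal1 the median log2(FC) was 0.50. The rise of COX1 by 0.46 turned into a fall by 0.37 under quantile normalization and was 0.22 without Neonatal3. ND4L and ND6, at -0.09 and -0.08, both turned positive without Fetal3, at 0.06 and 0.63. Without Neonatal3, ND4L stood at 0.62, and without Neonatal2, ND6 stood at 0.33. The 13 genes together made up 1.41% ± 0.128 (SD, n = 3) of the summed FPKM in the fetal group, and 4.32%, 1.90% and 1.83% in Neonatal1, Neonatal2 and Neonatal3, without overlap (exact permutation test, two-sided p = 0.1, the smallest possible). Without ATP8, a choice made after the values were seen, the share was 1.11% ± 0.151 and 1.35% ± 0.343 (SD, n = 3 each; exact permutation test, two-sided p = 0.4).

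**Figure D2:**
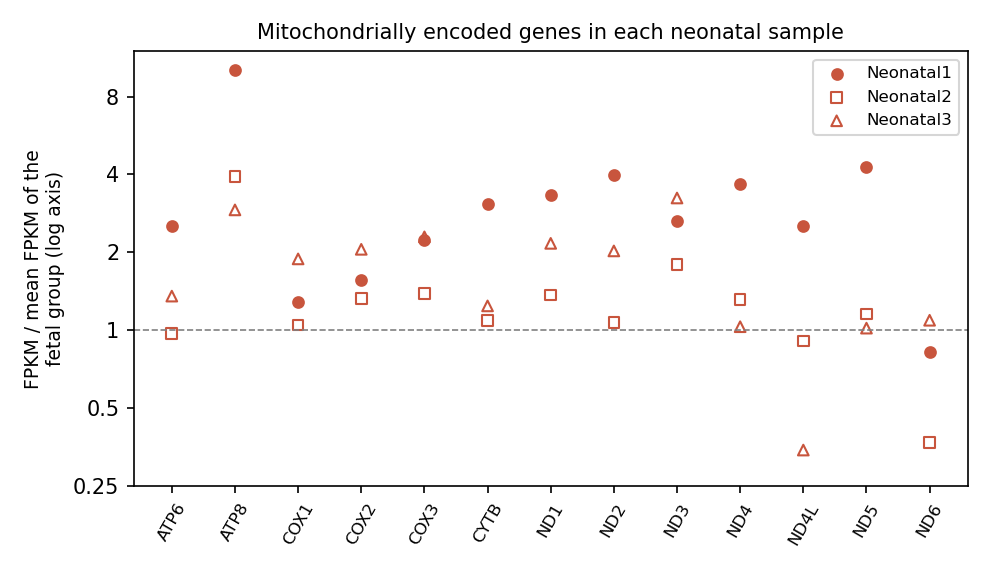
FPKM of each mitochondrially encoded gene in Neonatal1, Neonatal2 and Neonatal3, divided by the mean FPKM of the fetal group (log axis, dashed line at 1), 1 symbol per sample. Neonatal1 is the highest neonatal sample for 8 of the 13 genes and reaches 10.1 for ATP8.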

### 3.3. Characteristics Comparison of Messenger RNAs and Long Non-Coding RNAs

Characteristics comparison of mRNA and lncRNA revealed that approximately 90% of the lncRNA transcripts contain 1 or 2 exons, and that more than 80% of the mRNA transcripts had ≥3 exons (Figure S3A). The length of most (75.83%) of the lncRNAs was between 200 and 1000 bp, and the length of most (67.70%) mRNAs was between 500 bp and 3000 bp (Figure S3B). The median length (1767 bp) of mRNA was much longer than that (574 bp) of lncRNA. 

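The median of log10(FPKM + 1) was 0.790 ± 0.0156 (SD, n = 3) over the mRNAs in the fetal group and 0.832 ± 0.0177 (SD, n = 3) in the neonatal group. Over the lncRNAs it was 0.300 ± 0.0879 (SD, n = 3) and 0.235 ± 0.101 (SD, n = 3). Within each of the 6 samples the mRNAs had the higher median, by 0.396 to 0.671. The median FPKM of a sample ranged from 4.99 to 6.11 for mRNAs and from 0.435 to 1.40 for lncRNAs. Both tables had been filtered at different FPKM, which bears on these medians.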

Our results also suggest that there were lower expression and coding potentials in lncRNA (Figure S3C,D). These results were coincident with the previous study which concluded that lncRNAs generally have lower expression levels than the transcripts of protein coding genes [46].

### 3.4. Functional Enrichment Analysis of Differentially Expressed Messenger RNAs and Long Non-Coding RNAs

In total, 3248 DE mRNAs were obtained in our study (Table S2). 

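With limma, 1001 of the 14579 mRNAs were past the threshold, 789 of them higher and 212 lower in the neonatal group. An unadjusted p under 0.05 was reached by 3535 mRNAs. In 4451 mRNAs (30.5%) the values of the groups did not overlap, where chance alone gives 10%. The direction of the calls depended on scaling: 78.8% of the calls were higher in the neonatal group, against 66.0% of 985 calls after median-of-ratios scaling and 57.9% of 1155 calls after quantile normalization. The number of calls dropped to 304, 196 and 397 when Fetal1, Fetal2 or Fetal3 was left out, and to 255 and 308 without Neonatal2 or Neonatal3. Without Neonatal1 it was 944. The largest rise of a gene with a symbol was that of HIST2H2AC, from 3.55 ± 2.57 to 723 ± 288 FPKM (SD, n = 3 each), with a log2(FC) of 7.41 (standard error 0.51, adjusted p = 0.00125). It belongs to a multigene family whose near-identical copies can share reads, so its level is uncertain. ENSSSCG00000017123, which carries no symbol, was listed at 0 in every fetal sample and at 5389, 3111 and 4010 FPKM in Neonatal1, Neonatal2 and Neonatal3. ENSSSCG00000026757 rose from 36.6 ± 42.5 to 3911 ± 2647 FPKM (SD, n = 3 each; adjusted p = 0.00541). The largest falls were those of ENSSSCG00000024894, with a log2(FC) of -4.48, and ATP6V1C2, with a log2(FC) of -3.01. ATP6V1C2 fell from 25.1 ± 7.45 to 2.26 ± 0.992 FPKM (SD, n = 3 each; adjusted p = 0.00394). The adjusted p of ENSSSCG00000024894 was 0.0279, and it rose to between 0.0976 and 0.129 without Fetal1, Fetal2, Fetal3 or Neonatal2. ENSSSCG00000016767 went from 7.04, 7.16 and 5.50 FPKM to being listed at 0 in all neonatal samples. FAM107A fell by 2.64 on the log2 scale (adjusted p = 0.00166).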

Functional enrichment analysis revealed that most of these DE mRNAs were mainly enriched in categories (*Benjamini* corrected *p* value < 0.05) related to cell proliferation, immune response, and mitochondrial activation (Figure 2A and Table S3). 

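The web server behind these categories was not used here. In its place, 4 lists of genes written before the deposited values were seen were tested in limma's camera, with a preset correlation of 0.01, against the 9478 mRNAs with a matched symbol, whose median log2(FC) was 0.13. The S and G2M cell cycle genes of the Seurat package had a median log2(FC) of 1.57 over 68 genes (adjusted p = 4.15e-30). A list of innate immune genes had a median of 0.98 over 22 genes (adjusted p = 2.25e-05). The nuclear genes of the respiratory chain and the TCA cycle had a median of 0.46 over 56 genes (adjusted p = 0.00141). A list of hypoxia genes had a median of -0.30 over 23 genes (adjusted p = 9.82e-04). The 4 lists hold genes that the paper names from these samples (CCNB2, CCNE2 and CDK1; TLR2, TLR4, TLR8, IL18, IL33 and SEMA7A; MDH2; EGLN3), so their results are not fully independent of the study. Under fry, a rotation test, the adjusted p was 4.79e-04 for the cell cycle, 0.0341 for the innate immune list and 0.0242 for the hypoxia list, but 0.175 for the mitochondrial energy list. With the correlation estimated from the data, a setting chosen after the data were seen, no list stayed past the threshold, with adjusted p values of 0.0804, 0.582, 0.237 and 0.582 for cell cycle, innate immune, hypoxia and mitochondrial energy genes. Table S3 also gives terms with all their genes, which the study chose on these samples. Of the genes it gives, 14 of 14 under DNA replication and 17 of 18 under kinetochore were higher in the neonatal group, as were 11 of 14 under mitochondrial intermembrane space, with 1 gene of that term past the threshold. From these categories, the paper concludes that the DE mRNAs were mainly enriched for cell proliferation, immune response and mitochondrial activation.

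**Figure D3:**
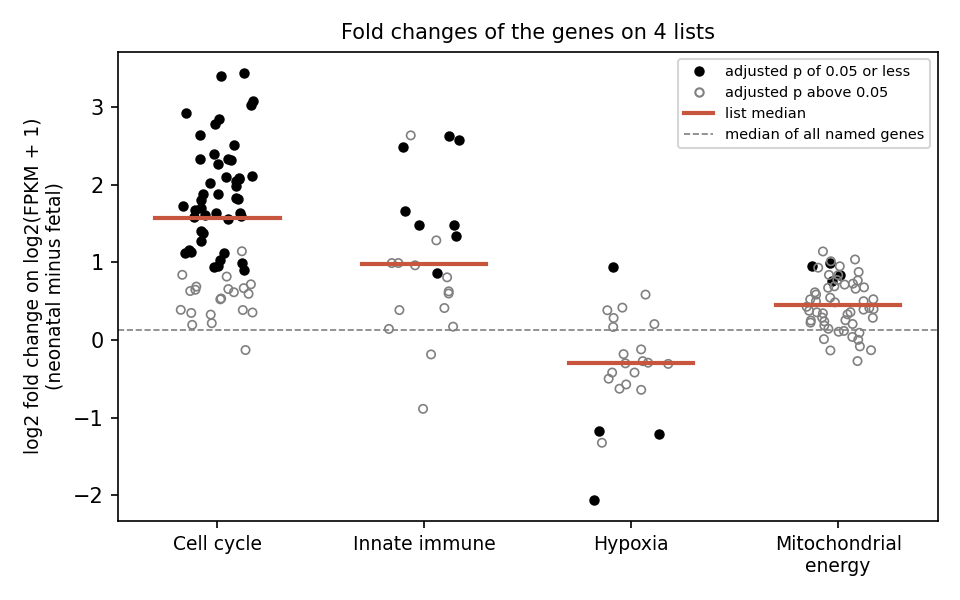
log2 fold change on log2(FPKM + 1), neonatal minus fetal, of each gene on the 4 lists, 1 point per gene, filled where the adjusted p is 0.05 or less. Red lines are the list medians (1.57, 0.98, -0.30 and 0.46), and the dashed line is the median of all mRNAs with a symbol (0.13).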

We even found some DE mRNAs enriched in several categories (*Benjamini* corrected *p* value < 0.05), such as *Rap1*, *PI3K−Akt*, *p53,* and *FoxO* signaling pathways which were critical in the regulation of cell proliferation and apoptosis, individual development and other biological processes. Besides, a category of hypoxia response (*p* < 0.05) was protruded. 

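The category response to hypoxia in Table S3 holds 16 genes, for which the paper reports p = 0.0341 without correction. Of these, 8 were higher and 8 lower in the neonatal group, and 5 were past the threshold. On the list of hypoxia genes, 16 of 23 genes were lower in the neonatal group. Past the threshold were EGLN3, PFKFB3 and MXI1, which were lower, and ENO1, which was higher; 6 genes passed when adjusted over the list alone. PFKFB3 went from 11.4 ± 2.54 to 4.38 ± 1.22 FPKM (SD, n = 3 each) and MXI1 from 12.8 ± 2.32 to 5.05 ± 0.720 FPKM (SD, n = 3 each). ENO1 rose from 46.8 ± 5.63 to 90.7 ± 10.2 FPKM (SD, n = 3 each).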

Previous studies showed that some of the significantly DE genes (Figure 2B) identified in this research played important roles. 

Some of the DE genes that related to cell proliferation were highly increased after birth. For example, *CCNE2* (log_2_(FC) = 1.90, *q* value = 5.15 × 10^−3^), *CDK2* (log_2_(FC) = 1.21, *q* value = 6.53 × 10^−4^), and *CCND1* (log_2_(FC) = 1.59, *q* value = 6.53 × 10^−4^) play key roles in the cell cycle during the G1/S transition. 

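Of the 68 cell cycle genes, 67 had a higher mean log2(FPKM + 1) in the neonatal group, and 47 were past the threshold over all mRNAs, all of them higher. Adjusted over the list alone, 59 passed. PIMREG showed the largest rise, from 0.582 ± 0.234 to 16.4 ± 4.17 FPKM (SD, n = 3 each; log2(FC) 3.44). POLA1 alone was lower, by 0.13 on the log2 scale (adjusted p = 0.918). With each sample left out in turn, the median of the list stayed between 1.38 and 1.56. Of the 23 genes that the paper itself names for its 4 processes and for HB-EGF, a list chosen by the study on these samples, 16 were past the threshold over all mRNAs. Adjusted over the list alone, 20 of 23 passed, which is not independent evidence.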

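CCNE2 had 1.32 ± 0.128 FPKM in the fetal group and 6.23 ± 0.833 FPKM in the neonatal group (SD, n = 3 each), a log2(FC) of 1.63 (standard error 0.19, adjusted p = 0.00541). CDK2 rose from 14.8 ± 1.58 to 38.5 ± 8.83 FPKM (SD, n = 3 each), with a log2(FC) of 1.30 (standard error 0.22, adjusted p = 0.0181). CCND1 rose from 43.4 ± 5.10 to 134.5 ± 35.3 FPKM (SD, n = 3 each), with a log2(FC) of 1.58 (standard error 0.24, adjusted p = 0.0134). Each neonatal value of these genes lay above each fetal value. CCNE2 stayed past the threshold with any sample left out. CDK2 did so only without Neonatal1 and reached between 0.0637 and 0.0953 without Fetal1, Fetal2, Fetal3, Neonatal2 or Neonatal3. CCND1 reached between 0.0524 and 0.0718 without the same samples.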

Overexpression of *CCND1* in fibroblasts could accelerate G1 progression, and *CCND1* inhibition prevents cells from entering S-phase [47,48,49,50]. 

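CCNA2 was measured at 1.76, 3.19 and 1.81 FPKM in the fetal samples and at 12.7, 12.5 and 16.8 FPKM in the neonatal samples. Its log2(FC) was 2.22 (standard error 0.24, adjusted p = 0.00435), and it lay between 2.09 and 2.42 with each sample left out in turn.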

*CCNA2* (log_2_(FC) = 2.34, *q* value = 6.53 × 10^−4^) is especially active in the S-phase, and could regulate the S/G2 transition and DNA replication [51,52,53]. *CCNB1* (log_2_(FC) = 3.10, *q* value = 6.53 × 10^−4^) and *CCNB2* (log_2_(FC) = 3.37, *q* value = 1.64 × 10^−3^) promote the G2/M phase transition, and *CCNB2* can activate *CDK1* (log_2_(FC) = 2.14, *q* value = 6.53 × 10^−4^) [54], which is crucially important in several phases of mitosis [55,56]. Furthermore, *FOXM1* is another critical cell cycle gene which can activate proliferation and enhance β-cell proliferation [57,58]. In addition, the KI67/MKI67 (log_2_(FC) = 3.50, *q* value = 6.53 × 10^−4^) proliferation marker gene [59] was also significantly increased in the neonatal group.

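The mean FPKM of CCNB1 went from 1.63 ± 0.514 to 15.1 ± 1.59 (SD, n = 3 each), that of CCNB2 from 0.544 ± 0.174 to 7.15 ± 1.37 and that of CDK1 from 3.02 ± 1.35 to 15.8 ± 2.87. Their log2(FC) values were 2.63 (standard error 0.21), 2.39 (standard error 0.21) and 2.10 (standard error 0.27), with adjusted p values of 0.00166, 0.00254 and 0.00755. All 3 genes stayed past the threshold under every alternative that was run and with any sample left out, where the adjusted p reached at most 0.0472, for CDK1.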

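FOXM1 was low in the fetal group, at 0.191 ± 0.0417 FPKM, and reached 2.53 ± 0.394 FPKM in the neonatal group (SD, n = 3 each). On the log2(FPKM + 1) scale this is a rise of 1.56 (standard error 0.20, adjusted p = 0.00718). The adjusted p stayed at or below 0.0449 with any sample left out.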

For DE genes related to immune response, the Toll-like receptor (TLR) genes including *TLR2* (log_2_(FC) = 1.55, *q* value = 6.53 × 10^−4^), *TLR4* (log_2_(FC) = 0.91, *q* value = 3.30 × 10^−3^), and *TLR8* (log_2_(FC) = 2.12, *q* value = 6.53 × 10^−4^) and some respiratory-related genes such as *IL18* (log_2_(FC) = 1.65, *q* value = 1.18 × 10^−3^), *IL33* (log_2_(FC) = 2.60, *q* value = 6.53 × 10^−4^), *TNF* (log_2_(FC) = 1.23, *q* value = 4.81 × 10^−2^)*,* and *SEMA7A* (log_2_(FC) = 3.06, *q* value = 6.53 × 10^−4^) were significantly highly expressed in neonatal lungs. 

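IL33 rose from 2.36 ± 0.479 to 20.2 ± 8.81 FPKM (SD, n = 3 each; log2(FC) 2.57, adjusted p = 0.00735) and SEMA7A from 1.75 ± 0.828 to 15.7 ± 2.44 FPKM (SD, n = 3 each; log2(FC) 2.63, adjusted p = 0.00337). Without Fetal2 the adjusted p of IL33 was 0.0562. TLR2, TLR8 and IL18 were past the threshold too, with log2(FC) values of 1.48, 1.34 and 1.66 and adjusted p values of 0.0180, 0.0387 and 0.0372. Leaving out Fetal1, Fetal2, Fetal3, Neonatal2 or Neonatal3 raised these to between 0.0570 and 0.0916 for TLR2, 0.0750 and 0.161 for TLR8, and 0.0877 and 0.168 for IL18. TLR4 and TNF were not past the threshold, with log2(FC) values of 0.99 and 0.84 and adjusted p values of 0.114 and 0.139. TLR4 went from 7.36 ± 2.39 to 15.9 ± 5.81 FPKM and TNF from 0.894 ± 0.650 to 2.30 ± 0.547 FPKM (SD, n = 3 each). All neonatal values of these 7 genes lay above all fetal values. After quantile normalization the groups overlapped for TLR4 (10.17 in Fetal1, 10.16 in Neonatal1) and for TNF (1.79 in Fetal3, 1.58 in Neonatal1). On the innate immune list, 20 of 22 genes were higher in the neonatal group and 8 were past the threshold, or 15 when adjusted over the list alone. NFKB1 had the largest log2(FC) of the list, 2.64, but values of 248 ± 120 and 1979 ± 1917 FPKM (SD, n = 3 each; adjusted p = 0.0711), and LY96 was lower by 0.89 on the log2 scale.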

Previous studies showed that these TLRs are expressed in airway epithelial cells and participate in the recognition of microorganisms [60], lipopolysaccharide [60,61], and in the innate antiviral response [62]. Moreover, *IL18*, a member of the IL-1 family, can regulate both innate and acquired immune responses, and is related to acute lung inflammation [63,64]. *IL33* is expressed in airway epithelial cells and plays a role in the maturation and function of dendritic cells [65]. *TNF* can enhance phagocytosis of phagocytes, and over-expression of *TNF* heightens the clearance of bacteria in *Klebsiella pneumoniae* pneumonia [66]. *SEMA7A* stimulates monocytes and macrophages to secrete cytokines and is important for inflammatory immune responses. Decreased *SEMA7A* expression in mice causes cell-mediated immune response deficiencies [67].

Among the DE genes related to hypoxia response, *EGLN3* (log_2_(FC) = −2.88, *q* value = 6.53 × 10^−4^) is a typical hypoxia-inducible gene that can regulate the hypoxia-inducible factors (HIF) transcriptional pathway [68]. *XRCC1* (log_2_(FC) = −0.77, *q* value = 3.30 × 10^−3^) could mediate the repair of DNA-damage caused by acute phase of asphyxia [69]. Moreover, *HBB* (log_2_(FC) = −1.17, *q* value = 6.53 × 10^−4^) and *HBA* are important components of hemoglobin [70]. These hypoxia-response-related genes were all increased significantly in fetal lungs.

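EGLN3 fell from 10.3 ± 2.36 FPKM in the fetal group to 1.69 ± 0.327 FPKM in the neonatal group (SD, n = 3 each), a log2(FC) of -2.05 (standard error 0.22, adjusted p = 0.00435), and stayed past the threshold with any sample left out. XRCC1 had 6.99 ± 2.49 and 4.44 ± 1.51 FPKM (SD, n = 3 each), with a log2(FC) of -0.55 (standard error 0.29, adjusted p = 0.296), which was -0.31 without Fetal3 and -0.36 without Neonatal1. The hemoglobin gene HBB had 2260, 1201 and 2612 FPKM in the fetal samples and 866, 1169 and 1422 FPKM in the neonatal samples, with a log2(FC) of -0.77 (standard error 0.46, adjusted p = 0.346). Under quantile normalization HBB was past the threshold, with a log2(FC) of -1.38 and an adjusted p of 0.0260; over the alternatives with all 6 samples chosen without the data, its adjusted p ranged from this value to 0.419. The gene HBA2 had 3973 ± 2342 and 2421 ± 539 FPKM (SD, n = 3 each; log2(FC) -0.53, adjusted p = 0.635), and its log2(FC) was -1.07 without Fetal2 and -0.10 without Fetal3. The globin genes have near-identical copies that can share reads, so their levels are uncertain. For XRCC1, HBB and HBA2 the values of the groups overlapped.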

For DE genes related to mitochondrial activation or energy metabolism, *MDH2* (log_2_(FC) = 0.89, *q* value = 6.53 × 10^−4^) encodes malate dehydrogenase and other mitochondrial enzymes, and is crucial in the tricarboxylic acid (TCA) cycle [71]. *GPD2* (log_2_(FC) = 0.74, *q* value = 4.80 × 10^−3^), which is important in sustaining glycolysis, could also encode some mitochondrial enzymes [72]. *PCK2* (log_2_(FC) = 1.90, *q* value = 6.53 × 10^−3^) encodes mitochondrial phosphoenolpyruvate carboxykinase, which links glycolytic and TCA cycle intermediates [73]. These genes that promote energy metabolism were all significantly upregulated in neonatal group.

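MDH2 rose from 10.4 ± 1.78 to 21.7 ± 3.61 FPKM (SD, n = 3 each), a log2(FC) of 1.00 (standard error 0.20, adjusted p = 0.0329). Without Fetal1, Fetal2, Fetal3, Neonatal2 or Neonatal3 its adjusted p lay between 0.0669 and 0.137. PCK2 rose from 2.07 ± 0.328 to 8.42 ± 1.78 FPKM (SD, n = 3 each), a log2(FC) of 1.61 (standard error 0.22, adjusted p = 0.00863), and reached 0.0584 without Fetal2 and 0.0511 without Neonatal2. GPD2 rose from 5.54 ± 0.456 to 10.4 ± 2.15 FPKM (SD, n = 3 each), a log2(FC) of 0.78 (standard error 0.20, adjusted p = 0.0590). GPD2 was past the threshold only with the stricter filter of FPKM above 1 in at least 3 samples, at 0.0472, within a range of 0.0472 to 0.136 over its alternatives with all samples. Each neonatal value of the 3 genes lay above each fetal value. Among the 56 nuclear genes of the respiratory chain and the TCA cycle, 52 were higher in the neonatal group and 4 were past the threshold, both over all mRNAs and adjusted over the list alone. These were DLST, NDUFA10, OGDH and MDH2, with log2(FC) values of 0.77, 0.84, 0.96 and 1.00. ATP5MC1 had the largest, 1.14, and NDUFB5 the smallest, -0.27. The median log2(FC) of this list was 0.23 without Neonatal3, where its adjusted p in camera was 0.0464, and 0.71 without Neonatal1.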

DE genes mentioned above were validated by qRT-PCR (Figure 2C–F).

Our research also identified 452 DE lncRNAs (Figure 3A and Table S4). 

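With limma, 1 of the 19310 lncRNAs was past the threshold: TU58833, which lies on chromosome 2 from 59152734 to 59152976. It was listed at 0 in the fetal group and had 1360, 1305 and 1692 FPKM in Neonatal1, Neonatal2 and Neonatal3 (adjusted p = 0.00978). With any sample left out its adjusted p lay between 0.0622 and 0.125, and no lncRNA was past the threshold without Fetal1, Fetal2, Fetal3, Neonatal1, Neonatal2 or Neonatal3. An unadjusted p under 0.05 was reached by 1649 lncRNAs. The pseudocount moved the count most, to 28 lncRNAs with log2(FPKM + 0.1). In 2549 lncRNAs (13.2%) the values of the groups did not overlap, where chance alone gives 10%, and the split of Fetal1, Fetal2 and Neonatal1 from the other samples gave more, 2798. The filter of the lncRNAs counts replicates within 1 group and so favors the real split, which the 10% does not allow for. Of the 452 DE lncRNAs of Table S4, 218 had an unadjusted p under 0.05 in limma.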

Of them, 140 lncRNA transcripts were upregulated and 312 lncRNA transcripts were downregulated in the lung after birth. 

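In the deposited values all 452 lncRNAs of Table S4 moved in the direction that Table S4 gives. In 334 of them (73.9%) a whole group was listed at 0: the fetal group in 103 and the neonatal group in 231. Of these 334, 173 were also listed at 0 in at least 1 sample of the other group. The highest sample held 66.6% of the other group's summed FPKM in the median of the 334. The values of the groups did not overlap in 254 of the 452 (56.2%), where chance alone gives 10% and the 452 had been chosen on these samples.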

To predict the function of these DE lncRNAs, we analyzed a total of 768 (171 were DE genes) genes situated within 100 kb upstream or downstream of them, and 7318 (2924 were DE genes) highly correlated genes (|*r|* > 0.95 and *p* < 0.05). Among these highly related mRNAs, there were only 365 (153 were DE genes) genes with a high correlation in nearby loci. 

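On FPKM as deposited, 7318 of the 14579 mRNAs had an absolute Pearson coefficient above 0.95 with at least 1 of the 452 DE lncRNAs over the 6 samples. Over 100 random pairings of the samples of the lncRNA table with those of the mRNA table, between 2704 and 7186 mRNAs passed, with a median of 3276, but these pairings break up the groups for whose difference the lncRNAs were chosen. Over the 35 other pairings that keep every sample in its group, a test added after the data had been seen, between 6865 and 7299 passed, with a median of 7018. The number thus depends little on how the samples are paired within a group. These pairings keep both the difference between the groups and the matches found by chance, and do not tell them apart. On ranks in place of FPKM, 4983 mRNAs passed. With any sample left out, between 9297 and 9664 passed, since over fewer samples the same limit is met more easily. Genes near the lncRNAs were not analysed here.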

After functional enrichment analysis of the 153 DE genes with setting all related genes as background, only few categories (*p* < 0.05) related to the regulation of some biological process (Table S5).

In addition, we found 136 lncRNAs (30% of DE lncRNAs), each of which had more than 200 highly related mRNAs, and only 10 lncRNAs with a ratio (DE genes per highly-related genes) ≥35% (Figure 3B). 

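On FPKM as deposited, 98 of the 452 DE lncRNAs had more than 200 mRNAs with an absolute Pearson coefficient above 0.95. On log2(FPKM + 1) the number was 135, and on ranks it was 34. On FPKM with 1 sample left out the number was 421, 416 and 380 without Fetal1, Fetal2 and Fetal3, and 398, 364 and 386 without Neonatal1, Neonatal2 and Neonatal3.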

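The 10 lncRNAs with the highest share of DE genes were TU37879, TU15422, TU72191, TU18882, TU54835, TU58833, TU22170, TU55474, TU68333 and TU80680. Each had between 271 and 581 highly correlated mRNAs on FPKM as deposited. In each of them the values of the groups did not overlap, with 5 higher and 5 lower in the neonatal group. TU54835, TU58833 and TU55474 were listed at 0 in all fetal samples, and TU15422, TU72191 and TU22170 in all neonatal samples. TU68333 rose from 9.93, 5.86 and 8.20 FPKM to 42.2, 37.8 and 47.7 FPKM, and TU37879 from 1.04, 1.48 and 1.80 FPKM to 5.80, 5.29 and 6.03 FPKM. All 10 had an unadjusted p under 0.05 in limma. Apart from TU58833, their adjusted p values lay between 0.183 and 0.550, and of these only TU72191 passed under another setting, at 0.0451 without a variance trend.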

On the basis of the functional enrichment analysis of the top ten ratio-ranked lncRNAs (*TU37879*, *TU15422*, *TU72191*, *TU18882*, *TU54835*, *TU58833*, *TU22170*, *TU55474*, *TU68333*, and *TU80680*), we found many of them fell in categories (*p* value < 0.05) related to cell proliferation and immune response (Figure 3C). 

### 3.5. Functional Enrichment Analysis of Different Long Non-Coding RNA Types

We separated the 16,159 lncRNAs to five different types (Table S6). LincRNAs accounted for the largest proportion of lncRNAs (10,329, 63.9%) (Figure 4A) and were prone to being differentially expressed. Moreover, the counts of DE lincRNAs was significant higher (*p* < 0.01) than that of antisense lncRNA and sense-overlapping lncRNAs, and showed higher drifts than the other lncRNA types (Figure 4B). As demonstrated in Figure 4C, lncRNAs in one or more types might be related to cell proliferation, immune response, and mitochondrial activation.

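Table S7 gives TU64359 2 exons and HB-EGF 7 exons on chromosome 2 of Sscrofa10.2. The deposited table places TU64359 on the plus strand from 148043887 to 148046077. By the coordinates of Table S7 the gap between the end of TU64359 and the start of HB-EGF is 629 bp.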

Notably, we found a lncRNA (*TU64359*: chr2, 148,043,887:148,046,077) which is a convergent lncRNA of *HB-EGF* (Heparin-binding epidermal growth factor-like growth factor, chr2, 148,046,706:148,058,378), and together with *HB-EGF* might co-regulate perinatal distal lung development (Figure 4D and Table S7). 

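TU64359 was listed at 0 in Fetal1, Fetal2, Fetal3 and Neonatal2, and had 0.661 FPKM in Neonatal1 and 0.700 FPKM in Neonatal3. In the same order of the first 4 samples, HB-EGF had 1.19, 0.576, 2.16 and 1.79 FPKM, and it had 7.02 FPKM in Neonatal1 and 3.77 FPKM in Neonatal3. Over the 6 samples Pearson's r was 0.854 (exact permutation test over 720 pairings, two-sided p = 0.0667) and Spearman's rho was 0.778 (exact permutation test, two-sided p = 0.133). This is 1 relation computed for the pair the paper names, chosen on these samples. The samples fall into 4 at 0 and 2 above 0 for TU64359, so the relation rests on Neonatal1 and Neonatal3. Without these 2 samples, which lie farthest from the median of TU64359, no r is defined, because TU64359 is then 0 throughout.

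**Figure D4:**
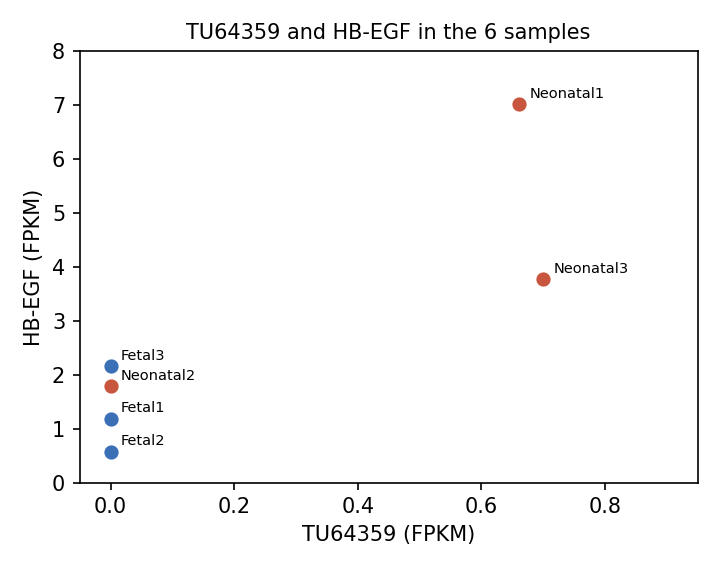
FPKM of HB-EGF against FPKM of TU64359, 1 point per sample, with the fetal group in blue and the neonatal group in red. Neonatal1 and Neonatal3 lie at 0.661 and 0.700 FPKM of TU64359, and the other 4 samples at 0.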

The Pearson coefficient value of this gene/lncRNA pair was 0.85 (*p* value = 0.03) and the genetic distance was 629 bp. Previously, *HB-EGF* has been shown to have a suppressive function and to decelerate distal lung cell proliferation synergistically with *TGFα* through *EGFR* in perinatal distal lung development [25]. 

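The log2(FC) of TU64359 on log2(FPKM + 1) was 0.50 (standard error 0.25, adjusted p = 0.554 over all lncRNAs; exact permutation test, two-sided p = 0.4). That of HB-EGF was 1.10 (standard error 0.42, adjusted p = 0.169 over all mRNAs; exact permutation test, two-sided p = 0.2). HB-EGF had 1.31 ± 0.800 FPKM in the fetal group and 4.20 ± 2.64 FPKM in the neonatal group (SD, n = 3 each). Fetal3, at 2.16 FPKM, lay above Neonatal2, so the groups overlapped. The log2(FC) of HB-EGF was 0.72 without Neonatal1, and that of TU64359 was 0.75 without Neonatal2. Over the alternatives with all 6 samples chosen without the data, the adjusted p of HB-EGF ranged from 0.132 to 0.220 and that of TU64359 from 0.521 to 0.713.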

Expression levels of *TU64359* and *HB-EGF* were raised significantly in the neonatal group (Figure 4D), which may indicate that *TU64359* might regulate the *HB-EGF* expression levels.

## 4. Discussion and Conclusions

The lung is critical for mammals and is in intimate contact with the vitro environment [75]. Huge amounts of air are passed in and out of the lung every day, which, in humans, amounts to 5 to 8 liters per minute. Previous studies showed that lung tissue goes through an acute transition during the development from the fetal to the neonatal stage, without intrauterine protections, in mammals [76]. Numerous physiological transformations occur to facilitate adaption to the vitro environment. To reveal the mechanisms involved in such transformations and the transcriptome expression profile changes in the lung between the two different stages, we conducted this research.

Before birth, the lungs are in conditions of hypoxia and asphyxia due to lung fluid and limited uterine space, which can result in oxygen-deficiency and DNA-damage [8,9,10,12]. In the present study, *EGLN3*, *XRCC1*, and *HBB* were highly expressed in lungs before birth. This expression profile might facilitate maintaining the balance between oxygen and DNA-damage repair in fetal lungs, which is consistent with functions that have been previously ascribed to these genes [68,69,70].

The saccular period is vital for lung development including alveolarization and saccular space expansion [25], especially in the few days after birth. Lungs increase in size for a significant time after birth as a result of an increase in the length and diameter of the airways [77,78]. The morphological changes described in this study are consistent with this. Moreover, our results showed that some DE genes were enriched in categories related to cell proliferation, which are often highly expressed after birth and function to promote cell proliferation or cell cycle progression. We validated that these genes are highly expressed in neonatal lungs.

The immune system was not fully developed in the examined tissues as the lungs are structurally immature at the time when newborns begin to live in the external environment with various different microorganisms [79]. That is why we found that some genes that may enhance the activity of the immune system presented a significantly increased expression in neonatal lungs, including *TLRs* and *IL-1* family members.

Physical processes in neonatal lungs, such as cell proliferation, changes in pulmonary blood pressure, and immune response require much energy. As expected, there were some DE genes enriched in the categories of mitochondrion activities and energy metabolism. Increased expression of *MDH2*, *GPD2*, and *PCK2*, as observed in neonatal lungs, would enhance mitochondrial activation or promote the TCA cycle [71,72,73] in the lung.

Long non-coding RNAs, non-coding transcripts longer than 200 nucleotides, are emerging as key regulators of expression for some genes and of biologically processes [23]. In the present study, our results indicate that lncRNA might co-regulate normal lung development with mRNAs as the lncRNA-mRNA pair (*TU64359* and *HB-EGF*) shows. Previous studies also revealed interactions between lncRNA and genes in the lung, for example lncRNA *SNHG20* (Small Nucleolar RNA Host Gene 20) and gene NSCLC (non-small cell lung cancer) [80]. *HB-EGF* plays an important role in perinatal normal lung development, consequently HB-EGF null lungs showed abnormally thick saccular walls caused by increased rate of cell proliferation. Therefore, an increased HB-EGF expression level in neonatal lungs may indicate decreased hypercellularity and maintenance of normal development [25]. This could explain the distinct changes in morphometry and different functions of the lung between two phases. However, the detailed mechanisms of the interactions remain unclear and more studies need to be performed to fully elucidate the relationship.

Pigs could be ideal models for many clinical investigations related to humans, but there are still considerable differences in lung development between pigs and humans. Many researches about lung development were performed on humans and mice, which have a relatively clear lung development timeframe [7,25,81]. However, few studies have compared pig lungs to other model animals at the level of alveolar morphology or cells composition [82,83,84], and the definite entire timing phases of porcine lungs remains unclear. Thus, further establishment of the precise timeframe of pig lung development will be needed to promote pigs being an available module for lung development research.

In conclusion, we systematically identified and classified lncRNAs in the lungs of fetal and neonatal pigs using RNA-seq data. Our combination analysis results of mRNA functional enrichment and lncRNA functional prediction suggested that lncRNA might promote lung development through cell proliferation, immune response, and mitochondrial activation by co-regulation with mRNAs. Our study may accelerate research into pig models as regards them being ideal models for clinical research of human newborn diseases.

## Figures and Tables

**Figure 1:**
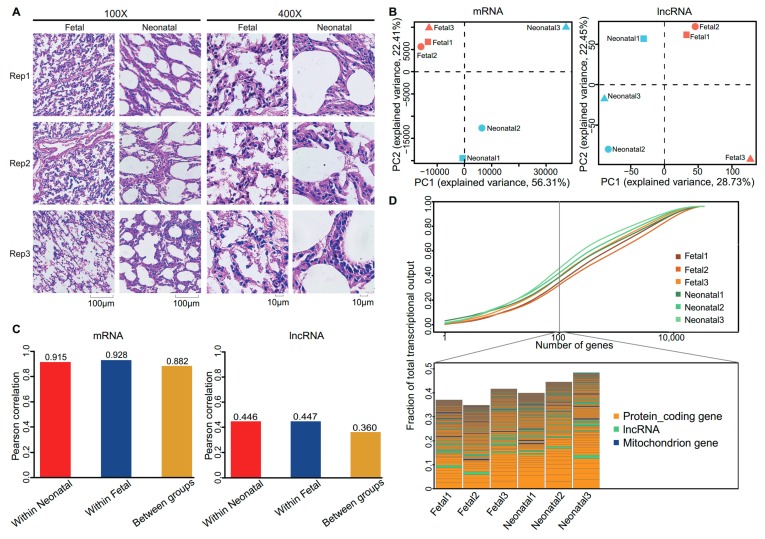
(**A**) Magnified images of the lungs in fetal and neonatal groups (Left: 100×; Right: 400×). Rep1, rep2, and rep3 are representative of tripartite biological replicates. (**B**) Principal component analysis (PCA) was performed on the expression levels of messenger RNA (mRNA) and long non-coding RNA (lncRNA) with log_2_-transformed FPKM (fragments per kilobase per million mapped reads) values. (**C**) Pearson correlation coefficients between samples in the same group or between two groups. (**D**) The complexity of total (mRNA and lncRNA) transcripts. Top: Cumulative measures of the fraction of total transcripts contributed by mRNA and lncRNA (all transcripts were sorted from most-to-least). Bottom: Biological type and relative contribution to total transcripts of the top-100 expressed genes or transcripts. Height of the bar shows the relative contribution of transcripts to the total. PC: Principal component.

**Figure 2:**
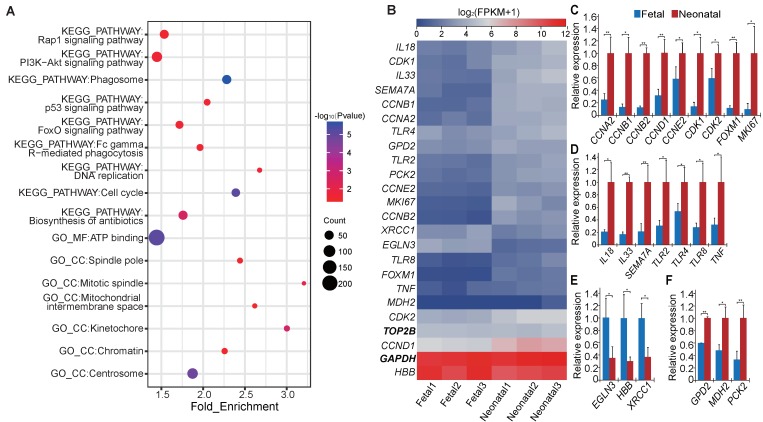
Differentially expressed (DE) mRNAs revealed the changes in the lung after birth. (**A**) Mainly enriched categories for differentially expressed genes. The function enrichment analysis of the DE genes was performed using DAVID and the listed terms were with *Benjamini* corrected *p* value < 0.05; we set 3248 DE genes as gene list and all expressed genes (14,579 mRNAs) as background. (**B**) Heat map of 22 selected DE genes (GAPDH* and TOP2B* were used as internal control genes). Quantitative Real Time-Polymerase Chain Reaction (qRT-PCR) expression verification of crucial genes in the following related categories: (**C**) cell proliferation, (**D**) immune response, (**E**) hypoxia response, (**F**) and mitochondrial activation. * *p* value < 0.05, ** *p* value < 0.01.

**Figure 3:**
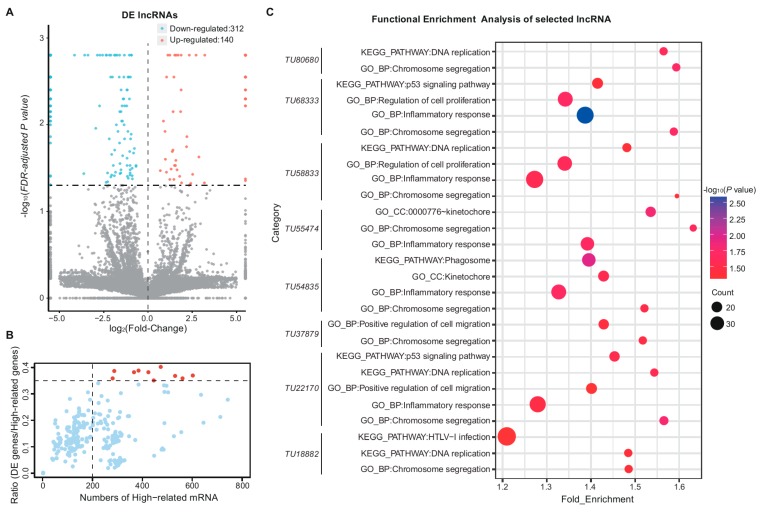
DE lncRNAs revealed the changes in the lung after birth. (**A**) DE lncRNAs with *q* value ≤ 0.05: 312 were down-regulated, 140 were up-regulated; (**B**) DE lncRNAs distribution based on the ratio of DE genes per highly-related genes and the total highly-related mRNA number. Highly related genes were identified by comparison between mRNAs and lncRNAs as described in methods. A total of 136 lncRNAs had more than 200 related genes and only 10 lncRNAs (marked in red) with a ratio (DE genes per highly-related genes) ≥0.35; (**C**) Functional enrichment analysis of the top ten lncRNAs in (**B**) with their related genes, the highly related DE genes were used as gene list while the highly related genes were set as background. Categories (*p* value < 0.05) related to cell proliferation and immune response were listed.

**Figure 4:**
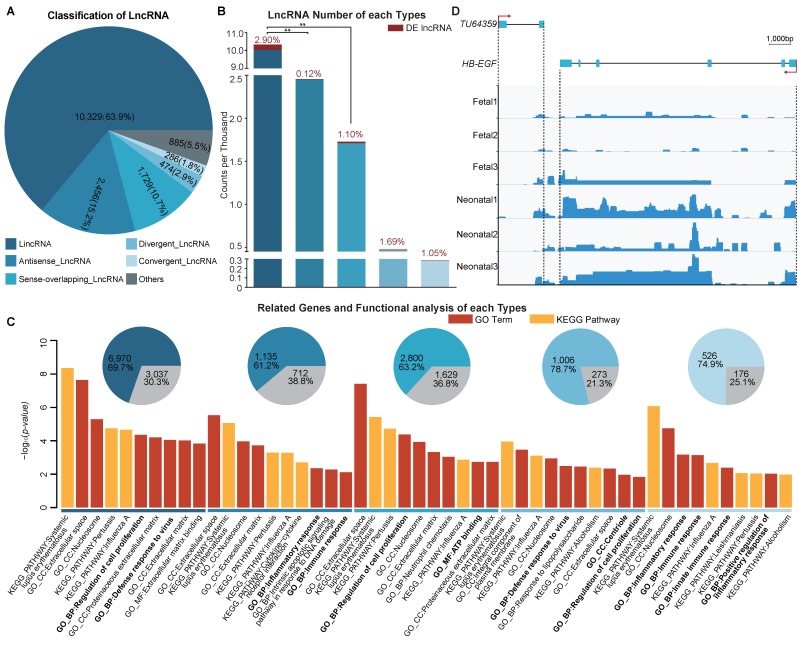
Classification and functional enrichment analysis of lncRNAs. (**A**) Classification of lncRNAs: proportion and number of each type is shown in the pipe plot; (**B**) lncRNA number for the different types: bars represent the counts for different types, DE lncRNAs numbers and ratios are labeled in red, χ-squared tests were performed on the counts between lincRNAs with other types. (**C**) Related genes and functional enrichment analysis of different lncRNA types: highly related genes for DE lncRNA of different types shown in pie plots (DE mRNAs are labeled in gray), top ten categories (*p* < 0.05) are listed in bar plots after enrichment analysis by DAVID, DE mRNAs were set as gene list and all related genes as background. Categories related to cell proliferation, immune response and mitochondrial activation are in bold font; (**D**) Loci and expression levels of *TU64359* and *HB-EGF* read abundance which was generated by integrative genomics viewer (IGV) v.2.4.10 [74]. **: *p* < 0.01.

**Table 1:** Summary of data information.

Sample Name	Raw Data (Gb)	Clean Data (Gb)	Proportion of Q30 (%)	Raw Reads	Clean Reads	Mapped Reads	Map Ratio (%)
Fetal1	15.48	14.60	91.99	103,218,160	97,324,642	74,846,405	76.90
Fetal2	15.07	13.60	91.93	100,467,280	90,697,458	69,307,578	76.42
Fetal3	14.13	13.52	92.14	94,178,310	90,125,098	68,548,684	76.06
Neonatal1	15.53	14.44	91.56	103,521,604	96,233,814	72,838,975	75.69
Neonatal2	16.23	15.41	91.75	108,169,398	102,757,612	78,091,900	76.00
Neonatal3	16.14	14.89	91.84	107,604,186	99,294,804	75,662,550	76.20

**Table 2:** Expression levels of annotated mitochondrial genes.

Gene Name	Fetus 1	Fetus 2	Fetus 3	Neonatal1	Neonatal2	Neonatal3	log_2_(FC) ^2^	*q* Value ^3^
*ATP6*	279.86	325.45	361.37	813.54	312.92	436.18	0.49	5.00 × 10^−1^
*ATP8*	1828.44	1283.11	1824.56	16,615.00	6478.03	4800.99	2.42	2.97 × 10^−1^
*COX1*	1894.03	2303.75	2511.00	2865.40	2338.47	4216.83	0.16	7.36 × 10^−1^
*COX2*	1266.21	1274.47	1569.65	2131.98	1818.49	2814.47	0.36	2.30 × 10^−1^
***COX3*** ^1^	495.71	517.16	667.49	1252.63	778.14	1285.44	0.79	1.85 × 10^−2^
***CYTB*** ^1^	24.26	34.00	41.33	102.45	36.26	41.20	0.82	2.90 × 10^−3^
***ND1*** ^1^	18.68	28.52	36.24	92.43	38.03	60.25	0.97	6.53 × 10^−4^
***ND2*** ^1^	10.90	19.53	22.55	70.53	18.87	35.77	1.21	6.53 × 10^−4^
***ND3*** ^1^	1118.87	923.81	1311.11	2951.35	2004.06	3626.46	0.98	6.53 × 10^−4^
***ND4*** ^1^	15.15	25.23	32.48	89.11	31.83	25.04	0.99	6.53 × 10^−4^
*ND4*	91.18	120.58	141.40	297.58	106.88	40.46	0.29	9.30 × 10^−1^
***ND5*** ^1^	17.82	34.67	35.99	125.60	34.05	30.01	1.24	6.53 × 10^−4^
*ND6*	8.56	3.81	28.28	11.18	4.98	14.80	−0.78	8.50 × 10^−1^

^1^ Mitochondrial genes in bold fonts had significantly raised the expression levels in neonatal lungs; ^2^ log_2_(FC): log_2_(Fold Change); ^3^ *q* value: FDR-adjusted *p* value.

## Supplementary Materials

The following are available online at http://www.mdpi.com/2073-4425/9/9/443/s1. Figure S1: Strategy for lncRNA identification. Figure S2: The FPKM value of mRNA and lncRNA were transformed by log_2_(FPKM+1). This information was used to draw heatmaps with hierarchical clustering and pairwise Pearson correlation coefficients. Heatmaps for hierarchical clustering (A: mRNA, B: lncRNA) and pairwise Pearson correlation coefficients (C: mRNA, D: lncRNA). Figure S3: Comparison of mRNA and lncRNA characteristics. (A) Exon number (transcripts with 1–15 exons were included), (B) length of transcripts, (C) expression level (FPKM value transformed by log_10_(FPKM+1)), and (D) coding potential (CPC value for mRNA was calculated by CPC either). Table S1: Primer sequences of selected genes. Table S2: DE mRNAs and their expression in each sample. Table S3: Funtional enrichment analysis of DE genes. Table S4: DE lncRNAs and their expression in each sample. Table S5: Functional enrichment analysis of DE genes in high correlation and nearby loci. Table S6: lncRNA classifications. Table S7: Loci informations of the lncRNA-mRNA pair.

# Supplementary material for: Global Long Noncoding RNA and mRNA Expression Changes between Prenatal and Neonatal Lung Tissue in Pigs
**Source:** Genes (Basel). 2018 Sep 5;9(9):443. doi: 10.3390/genes9090443
**Supplement:** Supplementary file 1

Data inputs

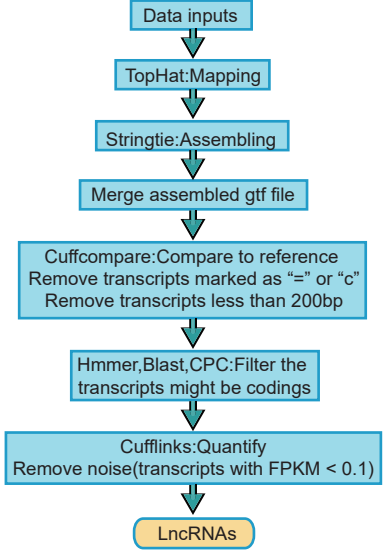

```
graph TD; A[Data inputs] --> B[TopHat:Mapping]; B --> C[Stringtie:Assembling]; C --> D[Merge assembled gtf file]; D --> E["Cuffcompare:Compare to reference<br/>Remove transcripts marked as '=' or 'c'<br/>Remove transcripts less than 200bp"]; E --> F["Hmmer,Blast,CPC:Filter the<br/>transcripts might be codings"]; F --> G["Cufflinks:Quantify<br/>Remove noise(transcripts with FPKM < 0.1)"]; G --> H(LncRNAs);
```

TopHat:Mapping

Stringtie:Assembling

Merge assembled gtf file

Cuffcompare:Compare to reference  
Remove transcripts marked as "=" or "c"  
Remove transcripts less than 200bp

Hmmer,Blast,CPC:Filter the  
transcripts might be codings

Cufflinks:Quantify  
Remove noise(transcripts with FPKM < 0.1)

LncRNAs

How the deposited data were processed for this re-analysis (not part of the article)

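RNA of lung tissue from 3 piglets of the fetal group and 3 of the neonatal group, sampled 2 days after birth, was sequenced by the authors from Ribo-Zero strand-specific libraries, 1 library per piglet. Both deposited tables hold FPKM, which the authors computed with Cufflinks from quality-filtered reads mapped to Sscrofa10.2 with TopHat. For the lncRNAs, the authors first assembled transcripts with Stringtie and removed annotated and coding ones. A check of the values showed that all 14579 mRNAs had FPKM above 0.5 in at least 1 sample, and that all 19310 lncRNAs had FPKM above 0.1 in at least 2 replicates of 1 group. The 12 value columns of the tables were matched to samples by their names, and 0 were left unmatched. Depth is known only as the mapped reads per sample in Table 1 of the paper. Without read counts, no counting error could be attached to single values, and the spread between the 3 replicates of a group was the only error used.

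Values were analysed as log2(FPKM + 1). Differences between the neonatal and the fetal group were fitted in limma 3.58.1 (R 4.3.3) with a mean-variance trend, for mRNAs and lncRNAs separately, and p-values were adjusted by the Benjamini-Hochberg method over all features of the table. An adjusted p of 0.05 or less was taken as past the threshold. Lists of genes were tested in limma's camera with a preset inter-gene correlation of 0.01, adjusted over 14 lists. These were the cell cycle list of the Seurat package, lists of innate immune, hypoxia and nuclear mitochondrial energy genes, a list of interferon response genes, and marker lists of erythroid, alveolar type I, alveolar type II, ciliated, macrophage, neutrophil, lymphocyte, endothelial and mesenchymal cells. A list of canonical histone genes was tested apart from these. Principal components, correlations, shares and permutation tests were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. The fit was tested on simulated data with the spread of the real tables, in which 200 features were changed by 1, 2 or 4 on the log2 scale. These were drawn from features with a mean log2(FPKM + 1) above 1. The noise was normal, so values listed at 0 were not reproduced, and simulated falls could go below 0, as real values cannot. Among the calls, 9 unchanged mRNAs were present at a change of 2 and 11 at a change of 4, and 1 unchanged lncRNA at a change of 4. No mRNA changed by 1 was recovered.

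Genes were named by a rule. It takes every gene or lncRNA that the results of the paper name and then, among features past the threshold whose groups do not overlap, the 5 mRNAs with the largest rise and the 5 with the largest fall, and 3 lncRNAs each way. Members of a list could be named with the result of the list. The values in the paper's tables had been seen when the rule was written. At most 2 identifiers without a symbol were named in each direction. MKI67 had no identifier matched by symbol and was not analysed here.

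The alternatives were pseudocounts of 0.5 and 0.1, no filter, a stricter filter of FPKM above 1 in at least 3 samples, median-of-ratios scaling, quantile normalization, a fit without a variance trend, the replicate number as a block, and each of the 6 samples left out in turn. For the gene lists, fry replaced camera. Principal components were also computed on FPKM without the log and with features scaled to unit variance, and correlations on log2 values or on ranks. For the expressed features, other FPKM limits and numbers of samples were used, and for the share of the top 100 features, other numbers of features and tables without mitochondrially encoded or hemoglobin genes. After the data had been seen, a fit with a term for the 3 samples with the most lncRNAs at 0, camera with an estimated correlation, and quantile normalization for the median of the mitochondrially encoded genes were added, as were pairings of the samples within groups for the correlations. Of Table S2, 1998 of 3248 genes were held, and it served to name genes and to compare log2(FC) and q values. Table S6 was held for 1998 lncRNAs and was not used. Genes near the lncRNAs and the qRT-PCR values were not analysed here.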

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

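The test of short transcripts and the test of histone genes were written before their results were seen, and the test of all short lncRNAs against TU58833 and the comparison of short lncRNAs with the size of the rises were chosen afterwards. The 3 mRNAs below were picked for the size of their change.

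A signal far above the fetal level appeared in 3 mRNAs that the text of the paper does not discuss. HIST2H2AC and ENSSSCG00000026757 are among the genes of Table S3, and Table S2 was held only in part. The log2 difference of ENSSSCG00000017123 was 11.99, with values listed at 0 in the whole fetal group, so that it depends on the pseudocount and is no bound. HIST2H2AC had a log2 difference of 7.41, and ENSSSCG00000026757 one of 7.11, with neonatal values of 1836, 3006 and 6892 FPKM. The lncRNA TU58833, which the paper lists by ratio and which spans 243 bp, shared the pattern, with a log2 difference of 10.50, which depends on the pseudocount as well, since it is listed at 0 in the whole fetal group (13.82 with a pseudocount of 0.1). The tables argue against a higher yield of all lncRNAs spanning 300 bp or less as the source of its rise: 48.1% of the 913 were higher in neonatal lungs, and their median log2 difference was -0.19, and at most 0.21 with 1 sample left out. For the 3 mRNAs the tables argue against a higher yield of short transcripts in the neonatal libraries too: the median log2 difference of lncRNAs spanning 300 bp or less minus that of longer ones was -0.0409, and over fits without 1 sample it ranged from -0.250 to 0.314 (SD 0.224), far from rises of 7.11 or more. Transcripts shorter than the listed lncRNAs were not tested, and the lengths of the 3 mRNAs are not in the deposited tables. More dividing cells in neonatal lungs are a candidate explanation for HIST2H2AC and for ENSSSCG00000026757, which Table S3 lists under nuclear nucleosome. Of the canonical histone genes 2 others were matched by symbol, and both rose (p = 0.0128 in limma's camera, p = 0.00665 in limma's fry, neither a permutation of the samples), which is too few to decide. Of the genes that Table S3 gives, 15 of 18 under nucleosome, 7 of 7 under nuclear nucleosome and 7 of 7 under DNA replication-dependent nucleosome assembly were higher, with medians of 1.82, 3.16 and 2.14, but the study chose these genes on these samples, and HIST2H2AC and ENSSSCG00000026757 are among them. Reads shared between copies of these genes were not tested. Age, which the design names, stays open and untested beyond the comparison itself.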

How the results depend on the processing

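The alternatives were chosen before the data were examined, apart from the term for a second split of the samples, camera with an estimated correlation and quantile normalization for the mitochondrially encoded genes, which were chosen after they had been seen. The filter that keeps any feature above 0 changed nothing, since both tables already hold only such features. Where no cause is named, the cause was not tested.

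The 1001 calls of mRNAs lay between 954 and 1155 under other pseudocounts, filters, scalings and variance models. The calls higher and lower in neonatal lungs numbered 650 and 335 under median-of-ratios scaling and 669 and 486 under quantile normalization, against 789 and 212. With the second split of the samples in the fit, 587 mRNAs were called, 468 higher and 119 lower. With 1 sample left out, the calls ranged from 196 to 944, those higher from 163 to 785 and those lower from 33 to 159. The lowest were without Fetal2 (196), Neonatal2 (255), Fetal1 (304), Neonatal3 (308) and Fetal3 (397). Without Neonatal1, where as few samples enter the fit, 944 were called, 700 of them shared with the fit of all 6 samples, and 3964 had an unadjusted p under 0.05, against 3535 with all 6.

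The call of 1 lncRNA became 7 with a pseudocount of 0.5 (4 higher, 3 lower), 28 with 0.1 (12 higher, 16 lower) and 23 without a variance trend (12 higher, 11 lower). Each of these shared 1 call, TU58833, with the fit at a pseudocount of 1. In limma, 0 lncRNAs, 0 of them higher, were called with the second split in the fit or with any 1 of the 6 samples left out, where between 1195 and 2034 had an unadjusted p under 0.05. TU58833 then had an adjusted p between 0.0622 and 0.125. In the fit with the second split, 1684 had an unadjusted p under 0.05.

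With the replicate number as a block, 401 mRNAs were called, 336 higher and 65 lower, and 0 lncRNAs, 0 higher, with 1549 lncRNAs at an unadjusted p under 0.05. The samples share only a number: the deviations of same-numbered samples from their group means correlated between -0.0407 and 0.000466 for mRNAs and between -0.0393 and -0.0142 for lncRNAs, so the block takes degrees of freedom without pairing the samples. Of 59 named features, 52 kept their call and their direction with it. Among the marker lists, macrophage genes passed with the block (0.0455).

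The requirement of FPKM above 0.1 in all 3 replicates of 1 group left 12198 of 19310 lncRNAs. The share of the first principal component moved with the scale: for mRNAs it was 56.3% on FPKM without the log, 37.6% with a pseudocount of 0.1 and 39.0% with unit variance, and for lncRNAs 66.7% on FPKM and 27.4% with unit variance. With 1 sample left out it lay between 42.9% and 49.0% for mRNAs and between 33.3% and 34.7% for lncRNAs, where fewer samples share the variance. Apart from FPKM without the log for lncRNAs, every one of these settings separated the groups on this component. The larger share of the top 100 features and the higher correlation within groups kept their direction under all their alternatives, as did the median rise of the mitochondrially encoded genes, between 0.50 and 1.00, and at 0.41 under quantile normalization, which was added for these genes after the data had been seen.

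The cell cycle, innate immune and hypoxia lists stayed past the threshold under fry, a pseudocount of 0.1, median-of-ratios scaling, the block and with any sample left out. With an estimated correlation the adjusted p was 0.0804, 0.582 and 0.237. The mitochondrial energy list was at 0.175 under fry and 0.582 with an estimated correlation. It ranged from 1.13e-05 to 0.0464 with 1 sample left out, and its median from 0.23 to 0.71.

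Some directions reversed. Under quantile normalization GAPDH moved from 0.38 to -0.39, COX1 from 0.46 to -0.37 and TOP2B from 0.00 to -0.25, and under median-of-ratios scaling TOP2B was at -0.17. With 1 sample left out, TOP2B ranged from -0.12 to 0.094, ND4L from -0.81 to 0.62 and ND6 from -0.68 to 0.63, and with the second split ND4L was at 0.20. Of 59 named features, those that lost their place past the threshold were 9, 13 and 11 without Fetal1, Fetal2 and Fetal3, and 3, 12 and 10 without Neonatal1, Neonatal2 and Neonatal3. They were 1 and 4 with pseudocounts of 0.5 and 0.1, and 8 with the second split. In simulated tables with 200 changed features, no mRNA changed by 1 on the log2 scale was recovered, and no lncRNA changed by 1 or 2. This is no lower limit for the real tables, where mRNAs with smaller changes were called, such as DLST at 0.77. What depth limits was not tested.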

Differences from the paper's values

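The paper reports 3248 DE mRNAs, and limma on the deposited FPKM calls 1001. The paper's calls come from Cuffdiff on the alignments, so the tests differ. None of the 13 alternatives set before the data were examined comes within 1.5 times of the paper's number, and they range from 196 to 1155. All of them are limma fits on FPKM, so they cannot show how much of the gap comes from the change of test. For DE lncRNAs the paper gives 452, 140 of them higher and 312 lower in neonatal lungs, and 1 was called here, with 1 higher and 0 lower (1649 at an unadjusted p under 0.05 in limma). Again none of the 13 alternatives comes within 1.5 times, and they range from 0 to 28 calls, 0 to 12 higher and 0 to 16 lower. The limma fit has little power for lncRNAs: in simulated tables it recovered 0 of 200 changed by 2 on the log2 scale. The log2(FC) of CCNE2 is 1.90 in the paper and 2.24 as the ratio of mean FPKM (error 0.238). This error is carried over from the SDs of the samples in each group and is not a standard error. The ratio falls within the error of the paper's value with a pseudocount of 0.5, with median-of-ratios scaling and with quantile normalization. It falls outside under the other 10, which lie between 2.14 and 2.33. On the same scale, 32 of 33 log2(FC) values in the text and tables of the paper differ from the ratio of mean FPKM by less than its error. That error is wide for some genes, such as 1.105 for TNF and 1.546 for ND6, so this is a weak check. Over the 1955 genes compared in the held part of Table S2, the paper's log2(FC) minus the ratio of mean FPKM had a median of -0.18.

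The paper calls TLR4, TNF, XRCC1, HBB, HBA2, GPD2 and HB-EGF changed. Their adjusted p values in limma were 0.114, 0.139, 0.296, 0.346, 0.635, 0.0590 and 0.169. Of these, GPD2 was called with the stricter filter (0.0472, in a range up to 0.136 with all samples) and HBB with quantile normalization (0.0260, in a range up to 0.419). For the DE genes it names ahead of HB-EGF, the paper also reports a check by qRT-PCR. Those measurements were not analysed here, so the adjusted p values do not bear on them. The paper also calls TU64359, whose adjusted p was 0.554. Table 2 of the paper marks COX3, CYTB, ND1, ND2, ND3, ND4 and ND5, 7 of the 13 mitochondrially encoded genes, as significantly raised. None of these 7 was called here, with adjusted p values between 0.114 and 0.401 in limma, and ND3 was called without a variance trend, at 0.0338. ATP8, which the paper does not mark, was called in that setting too, at 0.0294. Of the 10 lncRNAs that the paper lists by ratio, TU58833 was called, and TU72191 was called without a variance trend, at 0.0451.

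The paper states that its hypoxia genes all increased significantly in the fetal group. EGLN3 was called lower in the neonatal group, with a log2(FC) of -2.05, and the others were lower without passing the threshold. The paper counts more DE lncRNAs with over 200 related mRNAs than the 98 found on FPKM, and the count on log2 values was 135. Fig. 2B draws MDH2 near the bottom of its scale in every sample, read by eye, while its FPKM are 12.4, 9.14 and 9.54 in the fetal and 17.5, 24.2 and 23.3 in the neonatal samples. Within the paper, the q value of XRCC1 is 0.0033 in the text and 0.0105 in Table S2, and that of PCK2 is 6.53e-04 in Table S2 and 10 times that in the text, all of them the paper's. The share of the first component of mRNAs in Fig. 1B matches the one found here on FPKM without the log, 56.3%, while the legend names a log2 scale. The share for lncRNAs, about 29% in Fig. 1B, read by eye, lies near the value on log2(FPKM + 1), 28.7%, and not near that on FPKM without the log, 66.7%.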

Other observations

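The tests of depth, genomic DNA and a few abundant transcripts, the test without Neonatal1 and the other splits of the samples for DE mRNAs and DE lncRNAs were chosen after the results were seen. The other tests were written before.

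Of the 6 samples, 3 (Fetal3, Neonatal2 and Neonatal3) had more lncRNAs listed at 0 than the other 3. Exactly these 3 were at 0 in 598 lncRNAs, and the next most frequent trio, the neonatal group, in 254. Among mRNAs above 1 FPKM in the 5 other samples, 40 were listed at 0 in Fetal3, 16 in Neonatal2 and 12 in Neonatal3, against 3, 2 and 0 in Fetal1, Fetal2 and Neonatal1. The tables argue against sequencing depth as the source, since the sample with more zeros had fewer mapped reads in only 3 of 9 pairs of samples. They also argue against a few transcripts taking most of the signal as the whole source. The share of the top 100 features was higher in 9 of 9 pairs, by only 0.41 percentage points between Fetal3 and Neonatal1, but less signal for the rest would lower mRNAs and lncRNAs alike. The median FPKM of lncRNAs was lower in 9 of 9 pairs and that of mRNAs in 2 of 9, or in 1 of the 4 pairs within a group. Genomic DNA in the other 3 libraries might raise their low values, and the 10th percentile of mRNA FPKM was lower in 6 of 9 pairs. It cannot be told apart from other sources, because the 3 pairs that go against it all include Neonatal3, 1 library, and the pattern was known before the test. No biological explanation was tested.

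Among the DE lncRNAs of Table S4, those with a whole group at 0 had a median span of 551 bp (334 lncRNAs), and the others of 2684.5 bp (118 lncRNAs). The difference of -2133.5 bp had a permutation p of 1e-05, the smallest that 100000 resamples can give. The zeros thus went with short spans. A span is measured on the genome and includes introns, so it does not give the length of the transcript. Whether the zeros come from short transcripts, for which failed estimates are a candidate explanation, cannot be told from this test.

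HBB and HBA2 were lower in neonatal lungs without passing the threshold. Fewer erythroid cells or less blood in the neonatal samples may lower them, but the erythroid list had a camera adjusted p of 0.486. Its median was -0.13 and its mean 0.02, with camera reading it as lower and fry as higher. The list itself holds the hemoglobin genes HBM and HBZ, whose log2 differences of 0.78 and 0.34 raise that mean. It was not tested without them, so this explanation cannot be told apart from no change. Without Fetal3 the median of the list was 0.24.

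The rise of the mitochondrially encoded genes could rest on one library (Neonatal1). Without it the median log2 difference of the 13 genes was 0.50, against an SD of 0.447 between samples of the median over genes relative to the fetal mean. That it exceeds this SD excludes nothing here, a reading chosen after the values were seen, because Neonatal2, at 0.26, lies below Fetal3, at 0.29. The part of that library cannot be told apart from a rise in the whole group. The summed share of the 13 genes did not overlap between the groups, with 1.55% at most in the fetal group and 1.90% and 1.83% in Neonatal2 and Neonatal3, but without ATP8 it did, at 1.02% and 1.32% against up to 1.26%.

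Other splits of the 6 samples into 3 and 3 number 10 with the real one, so a count of splits alone could not exclude chance for any result. For DE mRNAs, DE lncRNAs and the cell cycle, innate immune and hypoxia lists, 1 of 10 splits, the real one, gave a result as large, and the other splits called at most 5 mRNAs and 0 lncRNAs in limma. The camera p of the cell cycle list was 2.96e-31, against 3.19e-09 at the lowest in another split. For lncRNAs the count rests on 1 call: the split of Fetal1, Fetal2 and Neonatal1 from the rest exceeded the real one in lncRNAs at an unadjusted p under 0.05 (1746 against 1649), in lncRNAs without overlap (2798 against 2549) and in lncRNAs at 0 in 3 samples and above 0 in the other 3 (605 against 375). The filter of the lncRNAs counts replicates within 1 group, which favors the real split. For the mitochondrial energy list 3 of 10 splits, the real one included, gave a camera p as small as the real one. Among them was the split of Fetal1, Fetal2 and Neonatal1 from the rest, with a camera p of 1.27e-09 against 5.02e-04. That split follows the samples with few lncRNAs at 0. Camera p values as small were given by 7 of 10 splits for the interferon response list and 3 of 10 for the ciliated list. Both counts include the real split.

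The other lists were tested in camera with these adjusted p values and medians of log2 difference. Interferon response genes were higher (1.41e-04, 1.15, 20 of 20 genes higher) and ciliated genes lower (0.00680, -0.31, 0 of 9 higher), but both had 0.175 under fry. Without Neonatal3 the median of the interferon response list was 0.59, and without Fetal1 that of the ciliated list was -0.13. Not past the threshold were macrophage (0.0612, 0.96), mesenchymal (0.0549, 0.51), endothelial (0.118, -0.10), neutrophil (0.208, 1.23), lymphocyte (0.224, -0.01), alveolar type II (0.486, 0.17) and alveolar type I genes (0.857, 0.21). Under fry the neutrophil and mesenchymal lists passed, at 0.0242 and 0.0446. In camera the macrophage list passed under median-of-ratios scaling (0.0404), without Fetal1 (0.0116) and without Neonatal1 (0.0218), and the mesenchymal list without Fetal1 (0.0496) and without Fetal3 (0.0326). The alveolar type I list had a median above that of all genes with a symbol, while camera read it as lower relative to them. Each of these marker lists matched 13 genes or fewer.

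GAPDH and TOP2B, the internal controls of the paper, had log2 differences of 0.38 and 0.00 and adjusted p values of 0.643 and 0.995, and the direction of GAPDH flips under quantile normalization (-0.39). Its log2 difference was 0.22 without Neonatal3 and 0.60 without Neonatal1.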
